# HSP90α plays an important role in piRNA biogenesis and retrotransposon repression in mouse

**DOI:** 10.1093/nar/gku881

**Published:** 2014-09-27

**Authors:** Tomoko Ichiyanagi, Kenji Ichiyanagi, Ayako Ogawa, Satomi Kuramochi-Miyagawa, Toru Nakano, Shinichiro Chuma, Hiroyuki Sasaki, Heiichiro Udono

## Abstract

HSP90, found in all kingdoms of life, is a major chaperone protein regulating many client proteins. We demonstrated that HSP90α, one of two paralogs duplicated in vertebrates, plays an important role in the biogenesis of fetal PIWI-interacting RNAs (piRNA), which act against the transposon activities, in mouse male germ cells. The knockout mutation of *Hsp90α* resulted in a large reduction in the expression of primary and secondary piRNAs and mislocalization of MIWI2, a PIWI homolog. Whereas the mutation in *Fkbp6* encoding a co-chaperone reduced piRNAs of 28–32 nucleotides in length, the *Hsp90α* mutation reduced piRNAs of 24–32 nucleotides, suggesting the presence of both FKBP6-dependent and -independent actions of HSP90α. Although DNA methylation and mRNA levels of L1 retrotransposon were largely unchanged in the *Hsp90α* mutant testes, the L1-encoded protein was increased, suggesting the presence of post-transcriptional regulation. This study revealed the specialized function of the HSP90α isofom in the piRNA biogenesis and repression of retrotransposons during the development of male germ cells in mammals.

## INTRODUCTION

Heat-shock protein 90 (HSP90), the most abundant protein in mammalian cells, is a chaperone that stabilizes the conformation of >200 client proteins in various physiological pathways, thereby maintaining cellular homeostasis (1,2). In mammals, there are two cytosolic HSP90 isoforms encoded by distinct genes, *Hsp90aa1* (HSP86; HSP90α) and *Hsp90ab1* (HSP84; HSP90β) sharing 86% similarity in amino acid sequences, as well as HSP90 family proteins localized in the mitochondria and endoplasmic reticulum. For simplicity, we refer to *Hsp90aa1* and *Hsp90ab1* as *Hsp90α* and *Hsp90β*, respectively. Although *Hsp90β* is ubiquitously expressed (constitutive type), *Hsp90α* expression is increased in response to various stresses (inducible type), and its expression is more tissue-specific at the steady state, being relatively higher in the testes and brain (3–5). Whether these HSP90 proteins have specific functions remains unclear.

Recently, plant and insect HSP90 proteins were implicated in the biogenesis of three major classes of small RNAs: small interfering RNA (siRNA), microRNA (miRNA) and PIWI-interacting RNA (piRNA). In insects and plants, the ATPase activities of HSP90 and HSP70 are indispensable for the formation of the pre-RNA-induced silencing complex (pre-RISC), in which double-stranded RNA precursors of siRNA and miRNA are loaded onto Argonaute proteins (6–8). In cultured human cells, however, chemical inhibition of HSP90 proteins does not affect miRNA expression, although Argonaute-2 is mislocalized (9). In animal gonads, PIWI-clade Argonaute proteins (Piwi, Aub and Ago3 in flies and MILI, MIWI and MIWI2 in mice) play a principal role in the generation of piRNAs, germline-specific small RNAs typically 24–33 nucleotides (nt) in length that counteract the transposon activities (10). In flies, Hsp90 has been implicated in piRNA production (11,12), and its co-chaperone, Hop, regulates Piwi phosphorylation and thus piRNA production (12). Moreover, silkworm Hsp90 participates in the loading of piRNA precursors onto Piwi (13). Another Hsp90 co-chaperone, Shutdown, is important for piRNA production in flies (14), and its mouse ortholog, FKBP6, has been proposed to facilitate the recycling of PIWI proteins in piRNA biogenesis (15). However, whether HSP90 plays a role in piRNA biogenesis in mice and other vertebrate species remains unknown. Studies on the role of the mouse HSP90 proteins in piRNA biogenesis have been hindered by the presence of two *Hsp90* genes in mice versus a single gene in insects. *Hsp90α* knockout (KO) mice are viable, presumably because of the presence of functional *Hsp90β*. However, we revealed that KO males are infertile due to a failure in spermatogenesis (16,17), suggesting that *Hsp90α* plays a role in spermatogenesis that cannot be replaced by *Hsp90β*. In this study, we investigated piRNA biogenesis in *Hsp90α* KO mice and revealed a specific function of HSP90α in the piRNA-based host-defense system against transposons in mice.

## MATERIALS AND METHODS

### Animals

The *Hsp90α* and *Mitopld* KO strains were described by Kajiwara *et al.* (17) and Watanabe *et al.* (18), respectively.

### Antibodies

Polyclonal antibodies to HSP86 (HSP90α) and HSP84 (HSP90β) were purchased from Thermo Scientific (PA3–013, RB-118). For immunostaining, polyclonal antibodies against MILI (PIWIL2), MIWI2 (PIWIL4) and WDR77 were purchased from Abcam. Anti-TDRD1 and TDRD9 polyclonal antibodies and anti-MIWI2 polyclonal antibody for immunoprecipitation were made by S. C. (Kyoto University) and S. K.-M. (Osaka University), respectively. Anti-L1 ORF polyclonal antibody and *Mael* KO testes lysate were generous gifts from Dr A. Bortvin (Carnegie Institute) (19). Anti-mono and dimethyl arginine monoclonal antibody (7E6) used in western blot analysis was obtained from Abcam.

### Oligonucleotides

The sequences of oligonucleotides used in this study are listed in Supplementary Table S1.

### Immunofluorescence detection of protein localization

E16.5–18.5 testes were embedded in OCT compound and snap-frozen in liquid nitrogen or isopentane cooled in liquid nitrogen. Cryosections were cut at 7–10-μm thickness and air-dried. The sections were fixed for 10 min in 4% PFA at 4°C, washed with PBS, permeabilized in PBS with 0.5% Triton X-100 for 30 min at room temperature, and blocked in PBS with 0.1% Triton X-100 and 1% BSA for 30 min at room temperature. Primary antibodies were incubated overnight at 4°C. Slides were washed and incubated with Alexa Fluor 488-labeled secondary antibody for 2–3 h at room temperature. The sections were mounted with SlowFade Gold Antifade Reagent with DAPI (Life Technologies) and observed by fluorescence microscopy.

### Small RNA sequencing analysis

Total RNA was extracted from wild-type (WT) and *Hsp90α* KO testes on E16.5 (20 testes for each condition) by Isogen (Toyobo, Japan) and used to create a small RNA library using the TruSeq Small RNA Library Preparation Kit (Illumina). The libraries were sequenced on MiSeq (Illumina) via 50-bp single-end sequencing. After clipping the adaptor sequence, sequence reads of more than 10 bp were mapped to cellular RNA and miRNA sequences in miRBase (20) by SeqMap (21). Unmapped sequences were then mapped to the mouse genome sequence, allowing no mismatch, and the mouse transposon sequences obtained from RepBase (22), allowing 2-bp mismatches. For piRNA cluster-derived RNAs, the sequences uniquely mapped to the fetal piRNA clusters (23) were analyzed.

The small RNA sequencing data were obtained from Gene Expression Omnibus (GEO) for *Fkbp6* KO and its WT control (GSE39203). These data and our published data for *Mili* KO, *Miwi2* KO and their WT control (GSE20327) were analyzed using the aforementioned reference sequences.

### Immunoprecipitation and western blotting

Three pairs of E16.5 testes were lysed in lysis buffer [20 mM HEPES pH 7.5, 150 mM NaCl, 2.5 mM MgCl_2_, 0.1% Nonidet P-40 (NP40), 1 mM DTT, protease inhibitor cocktail (Nacalai, Japan)] on ice using a Dounce homogenizer, and the lysate was cleared by centrifugation at 17,800 × g for 15 min at 4°C. The lysate was incubated with anti-MIWI2 antibody overnight at 4°C, following which Protein A/G PLUS-Agarose was added to collect the antibody and protein complexes. The agarose beads were washed four times with wash buffer (25 mM Tris-HCl pH 7.5, 150 mM NaCl, 2.5 mM MgCl_2_, 0.05% NP40 supplemented with 1 mM DTT, protease inhibitor cocktail). Immunoprecipitants were eluted in sodium dodecyl sulphate (SDS) sample buffer and run on an SDS-polyacrylamide gel electrophoresis gel. Western blotting was performed as described previously (24).

### Methylation-sensitive Southern blotting

The genomic DNAs of WT or *Hsp90α* KO testes at P14 (5 μg each) were digested by MspI (methylation insensitive) or HpaII (methylation sensitive) and run on a 0.8% agarose gel. DNAs were then transferred to a Hybond XL membrane (GE Healthcare), hybridized with a ^32^P-labeled L1 probe (25) at 42°C for 20 h and washed four times with wash buffer (2× SSC, 0.1% SDS) at 42°C. The radioactivities on the membrane were detected on a BAS2500 analyzer (Fujifilm, Japan).

### Northern blotting

Total RNA (10 μg each) was run on a 15% polyacrylamide gel, transferred to a Hybond XL membrane using a semi-dry method (100 mA, 2 h) and cross-linked by UV. The membrane was hybridized against radioactive probes at 40°C overnight and washed four times in wash buffer (2× SSC, 0.1% SDS). The L1 (piR-1831) and Intracisternal A particle (IAP) (piR-4868) probes used were described previously (25).

### Germ cell preparation and bisulfite sequencing

Germ cells were purified by fluorescence activated cell sorting. Prospermatogonia were isolated from P0 testes of mice carrying an Oct4-EGFP transgene. Spermatocytes were isolated from P17 testes as described previously (26). Genomic DNA was isolated by standard procedure and used for bisulfite sequencing as described previously (27). For each germ cell preparation, the cell purity was validated by confirming the percentages of DNA methylation in the Lit1 differentially methylated region, which is completely unmethylated in male germ cells and 50% methylated in somatic cells.

## RESULTS

### *Hsp90α* mutation affects the localization of MIWI2, a PIWI protein

Immunofluorescence analysis revealed that HSP90α is specifically expressed in germ cells (prospermatogonia) in the testis on embryonic day 16.5 (E16.5), whereas HSP90β is expressed in both somatic and germ cells, suggesting a germ cell-specific function of HSP90α (Figure 1A). The prospermatogonia produce piRNAs at this developmental stage, and a deficiency in the biogenesis of fetal piRNAs in animals with mutations in piRNA-related genes such as *Mili*, *Miwi2*, *Tdrd1*, *Tdrd9*, *Mov10l1*, *Maelstrom* and *Mitopld* leads to a failure in spermatogenesis (10). We therefore investigated whether subcellular localization and/or expression levels of piRNA-related proteins are affected by the *Hsp90α* KO mutation in E18.5 testes. Proteins involved in piRNA biogenesis co-localize at granules around the periphery of the nucleus. MILI, one of the two PIWI proteins expressed in prospermatogonia, and TDRD1 localize at cytoplasmic granules at the periphery of nucleus, called pi-bodies, whereas the other PIWI protein MIWI2 as well as TDRD9 and MAELSTROM localizes at different cytoplasmic granules around the nucleus, called piP-bodies (28). MIWI2 and TDRD9 also localize in the nucleus, which is thought to be important for piRNA-targeted DNA methylation (25,29). In *Hsp90α* KO mice, MILI expression and localization were unaffected (Figure 1B and Supplementary Figure S1A). However, we detected an obvious difference in MIWI2 localization. Although MIWI2 localizes both at perinuclear granules and in the nucleus in the WT germ cells, nuclear staining was significantly decreased in *Hsp90α* KO germ cells (Figure 1B), although some staining still remained in nuclei. At the mRNA level, the *Miwi2* expression was not affected in *Hsp90α* KO testes at E16.5 (Supplementary Figure S1B).

**Figure 1.**
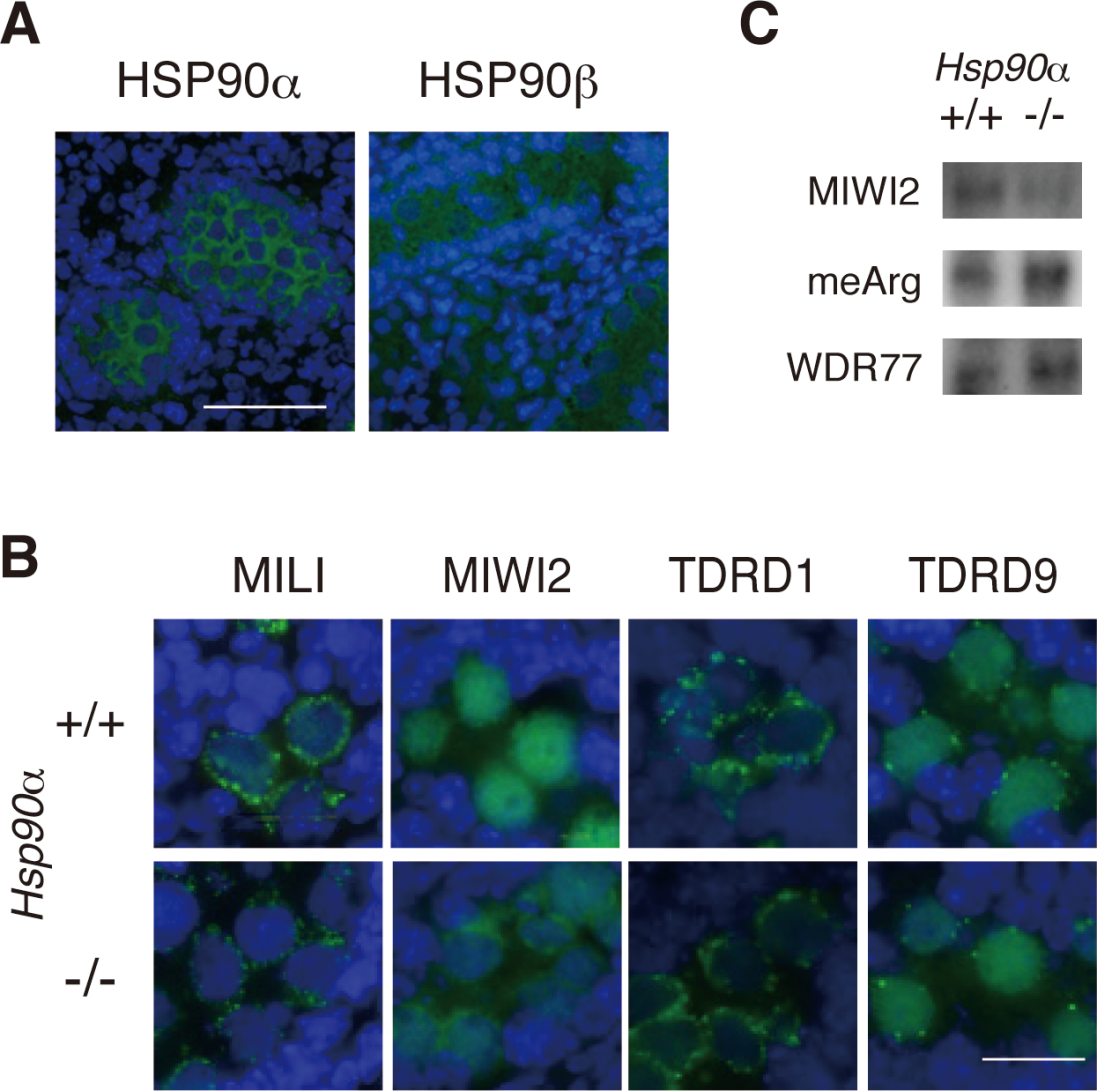
The *Hsp90α* mutation affected the localization but not the arginine methylation of MIWI2. (**A**) Immunofluorescence staining of HSP90α (green; left) or HSP90β (green; right) in WT E18.5 testes. Nuclei were counter-stained with DAPI (blue). (**B**) Localization of piRNA-related proteins (green) in E18.5 WT (top) and Hsp90α KO (bottom) testis. Bars: *A*: 50 μm *B*: 20 μm. (**C**) MIWI2 was immunoprecipitated from the E16.5 testes of WT or Hsp90α KO mice and subjected to western blotting. Immunoprecipitants were blotted for MIWI2 (top), methyl-arginine (middle) and WDR77 (bottom). See also Supplementary Figure S1.

Because MIWI2 interacts with TDRD9, a Tudor domain-containing protein (25,30), we investigated TDRD9 expression in *Hsp90α* KO mice as well as the expression of another Tudor protein, TDRD1, which interacts with MILI. The localization of TDRD9 and TDRD1 was unchanged in *Hsp90α* KO mice (Figure 1B). The expression and localization of the other proteins involved in fetal piRNA biogenesis, MAELSTROM and MOV10L1, were also unaffected in *Hsp90α* KO mice (Supplementary Figure S1C).

### MIWI2 was methylated at arginines in WT and *Hsp90α* KO testes

The Tudor domains in various proteins specifically bind to methylated arginine residues (31), and it has been postulated that the MIWI2-TDRD9 interaction depends on the methylation of arginine residue(s) in MIWI2 at its RA/RG motifs, which is likely catalyzed by an arginine methyltransferase, PRMT5 (32,33). PRMT5 is a client protein of HSP90, and PRMT5 and HSP90α were found to interact with MIWI2 (32). Moreover, chemical inhibition of HSP90 activity severely diminishes the stability of the PRMT5 protein in cultured cells (34). Therefore, we investigated the arginine methylation of MIWI2 in WT and *Hsp90α* KO mice. For this purpose, MIWI2 was first immunoprecipitated in whole cell lysates of E16.5 testes, and the precipitants were analyzed by western blotting against an anti-methylarginine antibody. We detected an arginine-methylated protein in the WT preparation that co-migrated with MIWI2 in the gel (Figure 1C), suggesting that MIWI2 is indeed methylated at arginine(s) in prospermatogonia. The level of arginine methylation was comparable between WT and KO preparations, suggesting that the arginine methylation of MIWI2 is not disturbed in *Hsp90α* KO mice. Presumably, HSP90β may facilitate PRMT5 activity. WDR77, a co-factor of PRMT5, was detected in the MIWI2-IP fraction of *Hsp90α* KO testes, and the amount was similar to that of WT testes (Figure 1C).

Our results together suggest that in the absence of HSP90α, MIWI2 fails to enter the nucleus even though MIWI2 is methylated and its associated partners, TDRD9 and MAELSTROM, are properly expressed and localized. Failure in MIWI2 translocation is also observed in *Mili*, *Tdrd1*, *Tdrd12*, *Maelstrom*, *Mov10l1* and *Fkbp6* mutant mice (15,25,35–37), all of which are deficient in piRNA biogenesis to various degrees. Therefore, we analyzed small RNAs from WT and *Hsp90α* mutant testes. For comparison, we also analyzed published small RNA sequencing data for *Mili*, *Miwi2* and *Fkbp6* KO testes and their WT controls.

### *Hsp90α* mutation displayed a remarkable decrease in fetal piRNAs

Fetal piRNAs are classified into two types: primary and secondary piRNAs. Primary piRNAs are generated from precursor RNAs transcribed from ∼200 genomic regions called piRNA clusters. Transposon-derived RNAs are also the sources of the primary piRNAs. These primary piRNAs preferentially have uracil at the first position, and they are loaded onto MILI. MILI cleaves RNAs containing transposon sequences that are complementary to the primary piRNA. This generates secondary piRNAs, which preferentially have adenine at the 10th position. The secondary piRNAs are loaded onto either MILI or MIWI2 to guide the cleavage of complementary RNAs, a process called the ping-pong cycle. We therefore analyzed both types of piRNAs as well as miRNAs.

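One small RNA library was made from 20 pooled testes of WT fetuses at E16.5 and one from 20 pooled testes of Hsp90α KO fetuses of the same age, so that neither genotype has replicate libraries. The authors clipped the adaptor from the reads and deposited, for each library, every distinct sequence of 11 to 48 nt with the number of times it was read, without normalization. The WT library held 6409305 reads of 789404 distinct sequences and the KO library 5589326 reads of 512076 distinct sequences, and 168711 sequences occurred in both. At these depths the smallest share of a library that 3 reads can show is 4.68e-05% for WT and 5.37e-05% for KO. Reads of 20 to 23 nt made up 46.4% of the WT library (95% Wilson interval 46.3 to 46.4) and 53.5% of the KO library (53.5 to 53.5), and reads of 24 to 33 nt made up 30.7% (30.7 to 30.8) and 24.1% (24.1 to 24.2). The most frequent length was 22 nt in both libraries, with 26.5% of WT reads and 30.4% of KO reads. When every distinct sequence was counted once, the share of 24 to 33 nt was 62.5% in WT and 53.1% in KO.
The sequences were matched exactly to the transcripts of GENCODE release M21 (GRCm38). A sequence inside one of the 2202 annotated miRNA hairpins on the sense strand was counted as miRNA, which gave 2523084 miRNA reads for WT and 2561491 for KO, and counts were normalized to these totals, as in the paper. Matches to rRNA, snRNA, snoRNA and other structural RNAs were then set aside. No genome sequence, RepBase consensus or list of fetal piRNA clusters was available, so transposon-derived RNAs, piRNA clusters and L1 were approximated from the transcripts as described at each result. The KO/WT ratios carry Clopper-Pearson 95% intervals and exact conditional binomial tests. Both describe the sampling of reads only, and no difference between the libraries has a replicate check. Fragments of structural RNAs of 16 to 23 nt had a KO/WT ratio of 1.02 (1.01 to 1.03), those of 24 to 27 nt 0.9746 (0.959 to 0.990) and those of 28 to 32 nt 0.811 (0.798 to 0.823).

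**Figure D1:**
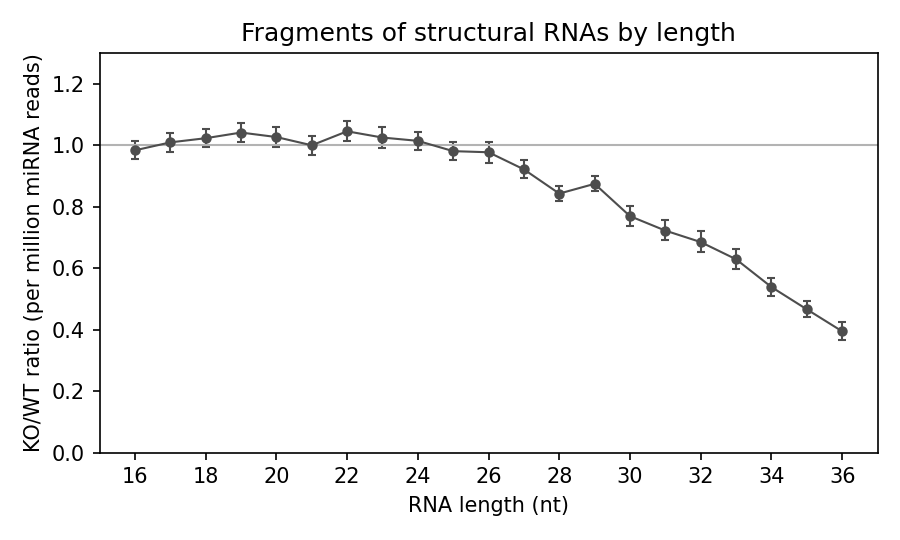
KO/WT ratio of structural RNA fragments normalized to miRNA reads (vertical axis) at each RNA length in nt (horizontal axis), 1 library per genotype. Points are ratios, bars are 95% Clopper-Pearson intervals and the grey line marks a ratio of 1. The ratio was 1.01 at 24 nt, 0.769 at 30 nt and 0.395 at 36 nt.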

Small RNA libraries were generated from WT and *Hsp90α* KO testes at E16.5 and deeply sequenced (Figure 2A). 

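Of the 2972032 WT reads of 20 to 23 nt, 2286661 matched an annotated miRNA hairpin exactly, a share of 76.9% (95% Wilson interval 76.9 to 77.0; no replicates). In the KO library 2324186 of 2989833 reads did, a share of 77.7% (77.7 to 77.8). The difference between the libraries is larger than the sampling error of the reads (Fisher's exact test, p = 1.72e-119) although the shares lie close together. Mir10b alone held 55.9% of the miRNA reads in WT and 55.2% in KO, with a normalized KO/WT ratio of 0.988 (0.986 to 0.991). The ratio was 1.04 for Mir127, 0.811 for Mir143, 1.13 for Mir10a and 1.23 for Mir99b, the next most abundant miRNAs. Over the 266 miRNAs with at least 100 reads in both libraries together, the median log2 KO/WT ratio was -0.051 and its SD 0.567. The largest change came from allowing 2 mismatches to a hairpin, which raised the shares to 84.4% in WT and 84.99% in KO. The paper takes the shares in WT and KO to be comparable and uses miRNA reads as its normalizer.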

The miRNA reads in the WT and KO libraries were comparable (83.2 and 83.9% of the total 20–23-nt RNAs, respectively). 

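The fetal piRNA clusters that the paper mapped to were not in the files analysed here. In their place, annotated genes were ranked by the 24–33-nt RNAs that matched transcripts of that gene and no other, with the normalized WT and KO counts added together, and the top 200 genes with uracil at the first position in at least 50% of their reads were kept. These loci held 38253 WT reads and 17627 KO reads. Normalized to miRNA reads, the KO/WT ratio was 0.454 (95% Clopper-Pearson interval 0.446 to 0.462; no replicates), a 2.20-fold reduction. The ratio was below 1 at 195 of the 200 loci, with an interval entirely below 1 at 168 and entirely above 1 at 0, and its median over loci was 0.435 (quartiles 0.327 and 0.588). D10Wsu102e, a protein-coding gene on chromosome 10 of GRCm38 from 83360221 to 83488505, held the most reads, 7524 in WT and 4007 in KO, with a ratio of 0.525 (0.505 to 0.545). The ratio was 0.435 (0.398 to 0.475) at Gm42427 on chromosome 5 from 44137980 to 44143271, and 0.481 (0.432 to 0.536) at Noct on chromosome 3 from 51224447 to 51251644. It was 0.624 (0.555 to 0.701) at Gm37924 on chromosome 3 from 28879812 to 28883458, and 0.262 (0.226 to 0.302) at Gm26809 on chromosome 6 from 18844220 to 18847360. Among the alternatives set before the files arrived, counting each distinct sequence once moved the ratio furthest, to 0.529. The paper reads the lower level of cluster-derived RNAs as a reduction of primary piRNAs in the KO testes.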

In contrast, the levels of 24–33-nt small RNAs uniquely mapped to the previously identified fetal piRNA clusters, representing primary piRNAs, were reduced by ∼3-fold in the KO testes (Figure 2B and C). The levels of 24–33-nt small RNAs mapped to transposon sequences, consisting of primary and secondary piRNAs, were also reduced by ∼3-fold (Figure 2D and E). 

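Transposon consensus sequences were not in the files analysed here, and 24–33-nt RNAs that matched transcripts of at least 10 genes, on either strand, after removal of miRNAs and structural RNAs, were taken as repeat-derived. There were 90186 such reads in the WT library and 35736 in the KO library. After normalization to miRNA reads the KO/WT ratio was 0.390 (95% Clopper-Pearson interval 0.386 to 0.395; no replicates), which is a 2.56-fold reduction. All 24–33-nt RNAs that were neither miRNA nor structural RNA had a ratio of 0.628 (0.627 to 0.630). Of their 1703033 WT reads, 1381845 matched no transcript, and these had a ratio of 0.663 (0.661 to 0.665). The repeat-derived RNAs are thus a small part of this pool, and their ratio does not describe the rest. The ratio of the repeat-derived RNAs was 0.454 when normalized to reads of all lengths and 0.394 when normalized to 20–23-nt reads. Counting each distinct sequence once gave 0.528, the value farthest from the main one. For comparison, 17 of the 266 miRNAs with at least 100 reads, or 6.39%, had a ratio below that of L1-derived RNAs, and 2 of the 112 with at least 1000 reads did. From the lower levels of both cluster-derived and transposon-derived RNAs, the paper concludes that primary and secondary piRNAs were both reduced.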

Similar trends were observed in the *Fkbp6* co-chaperone mutant (Figure 2B and D; Xiol *et al.* (15)); however, the effect was larger in *Hsp90α* mutants than in *Fkbp6* mutants. The *Fkbp6* mutation reduced the expression of small RNAs in the range of 28–32 nt, the size range of MIWI2-bound piRNAs; however, it did not affect 24–27-nt RNAs, the size range of MILI-bound piRNAs (Supplementary Figure S2A). In contrast, the *Hsp90α* mutation equally suppressed the expression of 24–32-nt RNAs (Supplementary Figure S2C), suggesting the presence of both FKBP6-dependent and FKBP6-independent actions of HSP90α. 

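The repeat-derived RNAs were compared at each length from 24 to 32 nt. Their KO/WT ratio, normalized to miRNA reads, lay between 0.363, at 29 nt, and 0.442, at 24 nt. The ratio of 24–27-nt RNAs, the size range of MILI-bound piRNAs, was 0.409 (95% Clopper-Pearson interval 0.401 to 0.418; no replicates), and that of 28–32-nt RNAs, the size range of MIWI2-bound piRNAs, was 0.381 (0.375 to 0.387). The longer RNAs therefore had 0.930 times the ratio of the shorter ones, a departure from equality larger than the sampling error (Fisher's exact test, p = 2.49e-08; chi-square of homogeneity over the lengths 77.4 with 8 degrees of freedom, p = 1.61e-13). For L1-derived RNAs the quotient was 0.916, with ratios of 0.403 at 24–27 nt and 0.370 at 28–32 nt. RNAs of the 200 loci departed further from equality, with ratios of 0.500 (0.487 to 0.513) and 0.416 (0.406 to 0.427) and a quotient of 0.833 (Fisher's exact test, p = 1.46e-23). With each distinct sequence counted once, the quotient of repeat-derived RNAs was 0.979 and the difference was not detectable (Fisher's exact test, p = 0.364). Sequences found in both libraries count in each, so these counts are not independent and the test does not show that the difference is absent. Normalized to structural RNA fragments of the same length, a choice made after seeing the data, the quotient was 1.07 (1.04 to 1.11) for repeat-derived RNAs and 0.958 (0.918 to 0.999) for RNAs of the loci. The paper sets the reduction over the whole 24–32-nt range against the reduction of only the longer RNAs in the Fkbp6 mutant, and from this contrast proposes that HSP90α acts in FKBP6-dependent and FKBP6-independent ways.

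**Figure D2:**
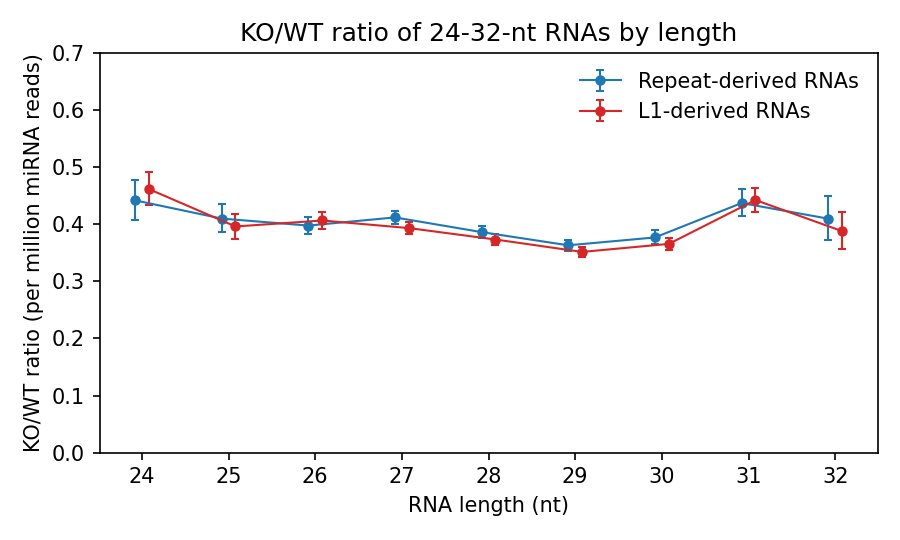
KO/WT ratio normalized to miRNA reads (vertical axis) of repeat-derived RNAs (blue) and L1-derived RNAs (red) at each length from 24 to 32 nt (horizontal axis), 1 library per genotype. Points are ratios and bars are 95% Clopper-Pearson intervals. The repeat-derived ratios lie between 0.363 and 0.442 and the L1-derived ratios between 0.352 and 0.462.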

In any event, these results indicate that HSP90α plays a role in the biogenesis and/or stability of piRNAs in prospermatogonia. 

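The measured reductions in the KO library were 61.0% for repeat-derived 24–33-nt RNAs, 62.0% for L1-derived RNAs and 54.6% for RNAs of the 200 loci, each normalized to miRNA reads and without replicates. Over the 266 miRNAs with at least 100 reads, the 5th and 95th percentiles of the KO/WT ratio were 0.290 and 1.28, and over the 112 miRNAs with at least 1000 reads they were 0.817 and 1.25. Leaving Mir10b out of the normalizing total, a choice made after seeing the data, gave KO/WT ratios of 0.385, 0.375 and 0.447 for these sets in the same order. The paper reasons from the reduced levels to a role of HSP90α in making or stabilizing piRNAs in prospermatogonia.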

Whereas the *Mili* mutation severely downregulates both cluster- and transposon-derived piRNAs, the *Miwi2* mutation does not reduce cluster-derived piRNAs (Figure 2B and D; Aravin *et al.* (35)). 

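Both sets of RNAs fell in the KO library. The KO/WT ratio, relative to miRNA reads, was 0.454 (95% Clopper-Pearson interval 0.446 to 0.462; no replicates) for 24–33-nt RNAs of the 200 loci and 0.390 (0.386 to 0.395) for repeat-derived RNAs. The loci ratio was 0.449 over the top 50 loci, 0.473 over the top 1000 and 0.437 without the locus with most reads, and dropping the rule on the first base, a choice made after seeing the data, raised it to 0.548. The paper combines the fall of both types with published data on Mili and Miwi2 mutants, in which cluster-derived RNAs depend on MILI. From these it proposes that HSP90α acts on MIWI2 and on earlier steps, possibly the making or stability of primary piRNAs.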

Therefore, the downregulation of both types of piRNAs in *Hsp90α* KO germ cells suggests that HSP90α affects both the activity of MIWI2 and the upstream reaction(s) in the piRNA biogenesis pathway, possibly primary piRNA biogenesis and/or stability.

**Figure 2.**
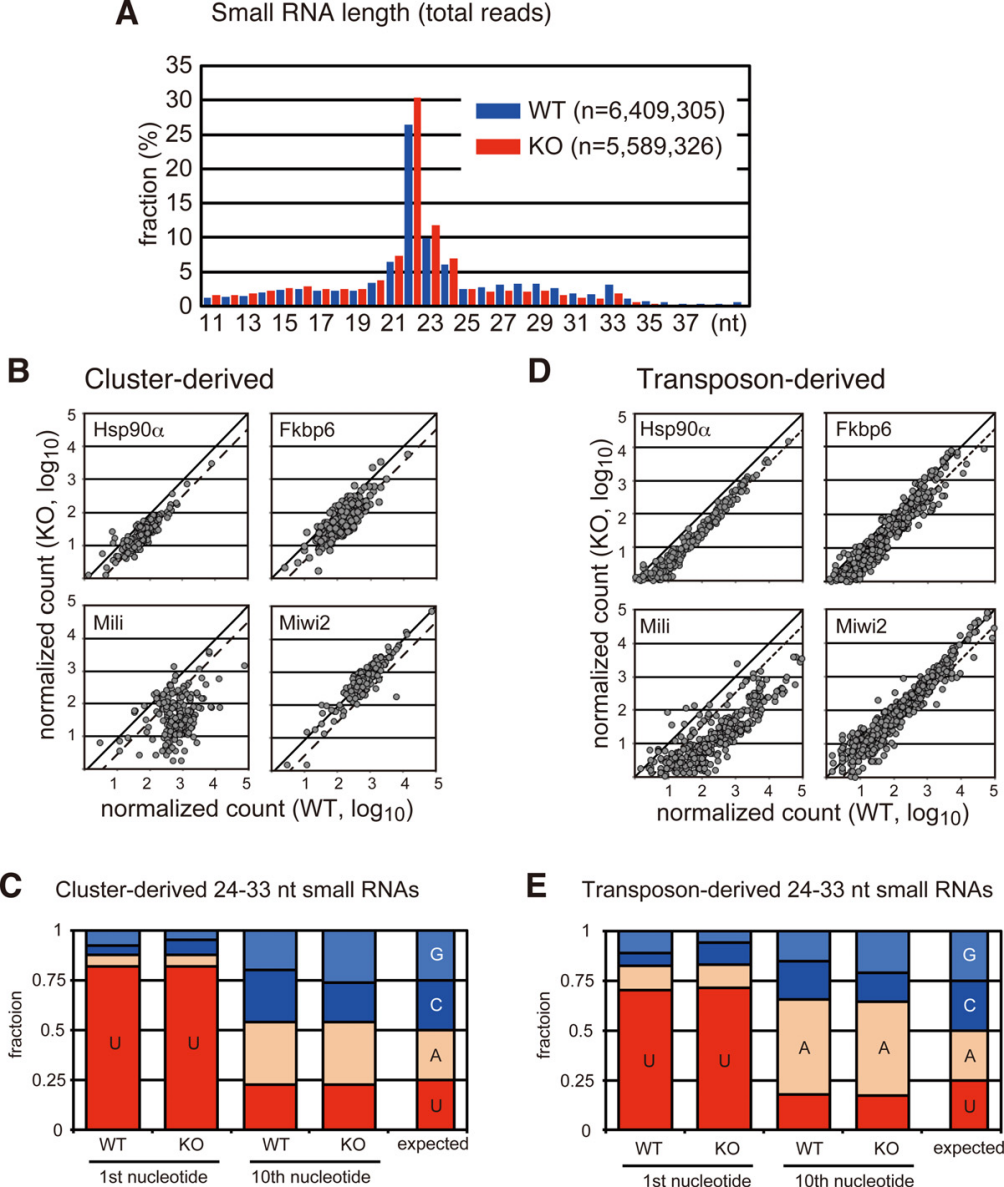
The *Hsp90α* KO mutation reduced both cluster- and transposon-derived small RNAs in E16.5 testes. (**A**) Length distributions of small RNA sequences in WT (blue) and *Hsp90α* KO (red) fetal testes. (**B**, **D**) Small RNA sequence reads (24–33 nt) from *Hsp90α*, *Fkbp6*, *Mili* and *Miwi2* KO testes (vertical axis), which were uniquely mapped to the fetal piRNA clusters (B) or the consensus sequences of mouse transposons (D), are plotted against those from the respective WT controls (horizontal axis). Each plot represents one of the clusters (B) or transposons (D). All sequence reads are normalized as *per million miRNA reads*. The dashed line indicates a 3-fold reduction in the KO library, and the solid line indicates no change. (**C**, **E**) The nucleotide bias at the 1st and 10th positions in the 24–33-nt small RNAs mapped to the piRNA clusters (C) and transposons (E) in WT and KO testes.

To study the role of HSP90α in the piRNA pathway in more detail, we analyzed small RNAs mapped to the consensus sequence of A-type LINE-1 (L1), one of the most active retrotransposons in the mouse genome (Figure 3A). 

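No RepBase consensus was available, and an L1 sequence was assembled instead from GENCODE transcripts carrying at least 3 of the L1 primer sites listed in Table S1. The 9 copies gave a consensus of 6046 nt, aligned with BLAST 2.17.0. Beyond position 1691 it rests only on the copies in Gm26905, Gm37158 and Gm47578. It differs from the Gm26905 copy at 21 bases, and its subfamily was not checked against the A-type L1 of the paper. The longest copies are in Gm26905, a lincRNA on chromosome 8 of GRCm38 from 58171435 to 58298866, and Gm47578, on chromosome 10 from 99719143 to 99891158. On the consensus the 5′-UTR primers lie at 601 to 620 (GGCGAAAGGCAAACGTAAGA, sense) and 653 to 672 (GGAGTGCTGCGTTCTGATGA, antisense), the ORF1 reverse primer at 965 to 984 and the L1Md_A2_ORF reverse primer at 467 to 486. RNAs of 16 to 36 nt were placed on it with up to 2 mismatches, as in the paper. Of the 24–33-nt RNAs placed, 53.0% of WT reads and 53.3% of KO reads had 0 mismatches. In total 107829 WT reads and 41651 KO reads of 24 to 33 nt were placed, a KO/WT ratio normalized to miRNA reads of 0.380 (95% Clopper-Pearson interval 0.376 to 0.385; no replicates). The ratio was 0.382 with no mismatch allowed and 0.390 for exact matches to any of the copies, while counting each distinct sequence once gave 0.472.

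**Figure D3:**
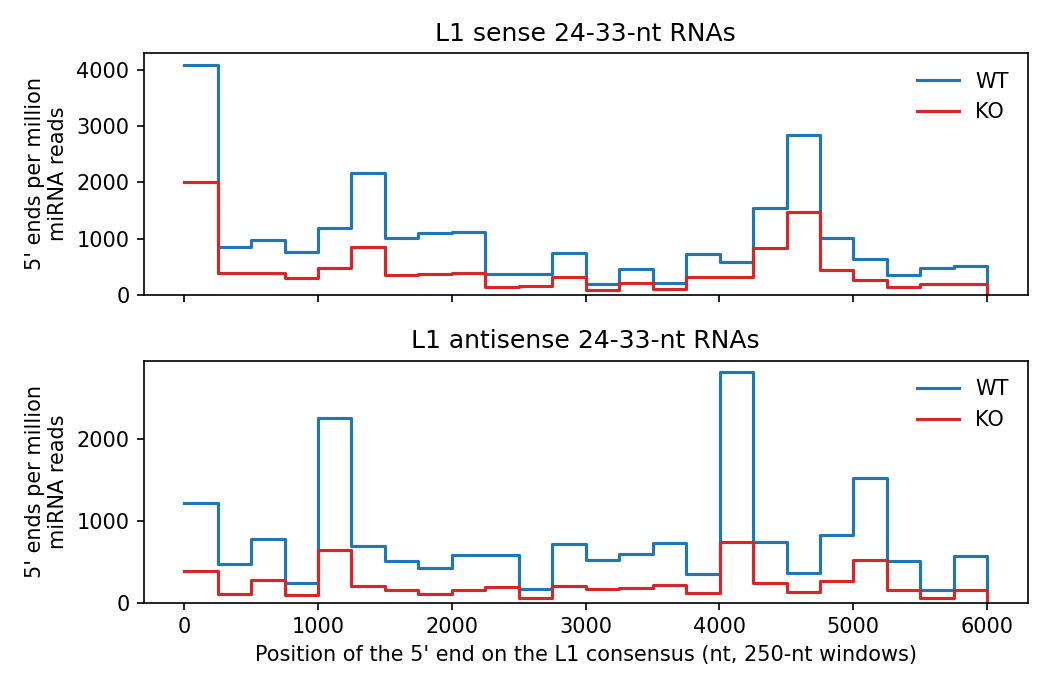
5′ ends of 24–33-nt RNAs normalized to miRNA reads (vertical axes) in 250-nt windows of the L1 consensus (horizontal axis, position in nt), for sense RNAs (top) and antisense RNAs (bottom) in the WT (blue) and KO (red) libraries, 1 library each. The KO line lies below the WT line in all 25 windows on both strands. The last window, 6001 to 6046, is shorter than 250 nt.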

Both sense and antisense small RNA levels were reduced in the KO testes. 

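Sense L1 RNAs of 24 to 33 nt numbered 61300 reads in the WT library and 27460 in the KO library, a KO/WT ratio normalized to miRNA reads of 0.441 (95% Clopper-Pearson interval 0.435 to 0.448; no replicates). Antisense RNAs numbered 46529 and 14191 reads, a ratio of 0.3004 (0.295 to 0.306). The intervals of the strands do not overlap, so antisense RNAs fell further than sense RNAs by more than the sampling error. At 29 nt, the ratio was 0.425 (0.412 to 0.439) for sense and 0.277 (0.266 to 0.287) for antisense RNAs. The ratio was also taken in windows of 250 nt along the consensus, of which the last is shorter. It ranged from 0.227 to 0.551 on the sense strand and from 0.224 to 0.386 on the antisense strand. Both lowest values came from the last window, 6001 to 6046, with 26 WT and 6 KO sense reads and 176 and 40 antisense reads. The median over windows was 0.417 for sense and 0.304 for antisense RNAs. The alternative that changed these ratios most, counting each distinct sequence once, gave 0.520 for sense and 0.414 for antisense RNAs.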

Although this global reduction, the mapped 24–33-nt small RNAs in the KO library displayed a bias toward uracil at the first position and adenine at the 10th position as well as a 10-bp overlap between sense and antisense small RNAs (Figures 2C, E and 3B), which are the hallmarks of piRNAs generated via the ping-pong cycle. 

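Among L1-derived 24–33-nt RNAs, uracil was at the first position in 71.3% of WT reads (95% Wilson interval 71.1 to 71.6; no replicates) and 73.7% of KO reads (73.2 to 74.1). Adenine was at the 10th position in 49.9% of WT reads (49.6 to 50.2) and 47.98% of KO reads (47.5 to 48.5). Repeat-derived RNAs had uracil at the first position in 69.4% of WT and 69.9% of KO reads and adenine at the 10th in 49.6% and 47.8%. Fragments of structural RNAs of the same lengths had 26.0% and 25.9% first-position uracil, against the 25% that equal base use gives. Of sense and antisense 5′-end pairs overlapping by 1 to 30 nt, weighted by reads, 37.4% overlapped by 10 nt in WT and 35.0% in KO. The other overlaps averaged 2.16% in WT and 2.24% in KO, so that the 10-nt overlap stood 34.7 and 22.4 SD above them. Without the 5′-end pair with most reads the shares fell to 17.0% and 17.3%, and with each distinct sequence counted once to 11.5% and 12.2%, and 10 nt remained the most frequent overlap. The paper identifies these features as hallmarks of piRNAs made by the ping-pong cycle and finds them kept in the KO library.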

We also detected an ∼3-fold reduction in the expression of piRNAs derived from Gf-type L1, another active L1 subfamily, in KO testes.

**Figure 3.**
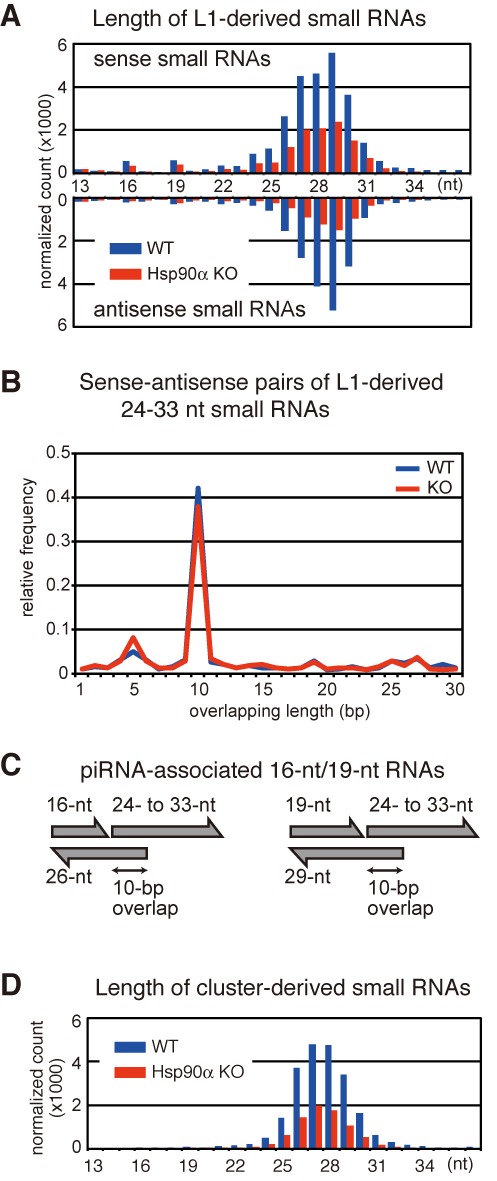
The *Hsp90α* KO mutation reduced L1-derived piRNAs, but not piRNA-related 16- or 19-nt small RNAs. (**A**) The length distributions of small RNAs in the WT (black) and *Hsp90α* KO (red) libraries that were mapped to the consensus sequence of the A-type L1 retrotransposon. The sense (top) and antisense (bottom) RNAs are separately presented. (**B**) Length distribution of distances between the 5′-end of 24–33-nt small RNAs mapped to the sense strand of the L1 sequence and the 5′-end of 24–33-nt small RNAs mapped to the L1 antisense strand. Blue line, WT library; red line, KO library. (**C**) Configuration of 16- and 19-nt small RNAs derived from the L1 sequence. For many 16- and 19-nt small RNAs, their end positions are 1 bp upstream of the start position of 24–33-nt small RNAs on the same strand, and their start positions are the same position as the end position of 26- and 29-nt small RNAs on the opposite strand. The two piRNA-length small RNAs overlap each other by 10 bp. See also Supplementary Figure S2 for details. (**D**) The length distributions of small RNAs in the WT (blue) and *Hsp90α* KO (red) libraries that were mapped to the previously identified piRNA clusters.

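On the L1 consensus, 2081 reads of 19 nt were placed in the WT library, 4.06 times the mean of the 18-nt and 20-nt reads. Of the 1359 sense reads, 83.9% ended 1 nt upstream of the 5′ end of a sense 24–33-nt RNA, against 49.8% when positions were randomized over the consensus. For 59.7% of them the 5′ end lay at the 3′ end of an antisense 29-nt RNA, against 21.8% at random. The 722 antisense reads did so in 73.7% and 49.6% of cases, against 46.2% and 21.0% at random. In 0 of 1000 simulations did any of these counts reach the observed one. Without the consensus, 1974 of 119569 WT reads of 19 nt that were neither miRNA nor structural RNA were the exact reverse complement of the 3′ part of a 29-nt RNA, a share of 1.65%, and 0 were when the sequences were reversed without complementing. In the KO library the share was 0.985%.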

In addition to the length range of typical piRNAs, we detected a number of 19-nt small RNAs, which were positioned immediately upstream of 24–33-nt piRNAs on the same strand and were complementary to 29-nt piRNAs on the opposite strand (Figure 3A, C, and Supplementary Figure S2). 

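Downstream of 19-nt L1 RNAs, 16338 of 25432 reads of 24–33-nt RNAs in the WT library had adenine at the 10th position, a share of 64.2% (95% Wilson interval 63.7 to 64.8; no replicates), against 49.9% of all L1-derived 24–33-nt RNAs. In the KO library the share was 59.5% (58.5 to 60.5), against 47.98%. Counting instead each 19-nt read by its most abundant downstream piRNA, 1188 of 1672 reads, or 71.1% (68.8 to 73.2), were associated with adenine at the 10th position in WT and 69.1% (66.3 to 71.8) in KO. These shares leave out 19-nt reads with no downstream 24–33-nt RNA, and the WT library held 2081 reads of 19 nt in total. With no mismatch allowed, the WT share among downstream 24–33-nt reads was 54.5%. At the 200 loci that stand in for piRNA clusters, 310 WT reads of 19 nt were 1.58 times the mean of 219 reads of 18 nt and 173 of 20 nt (exact binomial test, p = 2.68e-09), and in the KO library 223 reads were 1.56 times (p = 8.88e-07 from the same exact test). The 19-nt reads were 0.810% of the 24–33-nt reads at these loci and 1.93% for L1 in WT.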

Most (79%) 19-nt RNAs were associated with piRNAs that have adenine at the 10th position, and the 19-nt peak was not observed for cluster-derived small RNAs (Figure 3D). Therefore, these 19-nt RNAs are likely the byproducts of piRNA production via the ping-pong cycle, as has been suggested for 19-nt RNAs present in adult testes containing pachytene and prepachytene piRNAs (38,39). 

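In the WT library, 787 of the 1359 sense 19-nt L1 reads shared a 3′ end with a 16-nt RNA against 69.6 ± 37.5 (SD over 1000 simulations) at random, and adenine was at the 10th position in 64.2% of the downstream reads. In the antisense orientation 347 of 722 reads shared a 3′ end with a 16-nt RNA, against 27.6 ± 12.9 (SD over the simulations). With no mismatch allowed, the adenine share was 54.5%. The loci that stand in for piRNA clusters had a 19-nt excess of 1.58 times in WT, against 4.06 times for L1. These loci are not the clusters of the paper. Of the 200 loci, 116 are protein-coding genes, and they include Gm47578, which carries an L1 copy. Adenine was at the 10th position in 40.7% of their 24–33-nt reads in WT and 40.3% in KO, against about 31% for the paper's clusters, read by eye. The paper regards the 19-nt RNAs as likely byproducts because most were associated with piRNAs with adenine at the 10th position and because it observed no 19-nt peak for cluster-derived RNAs.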

In addition, the presence of 16-nt byproducts was evident (Figure 3A, C and Supplementary Figure S2). 

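Reads of 16 nt on the L1 consensus numbered 1736 in the WT library and 1025 in the KO library, against 627 and 348 of 17 nt. In WT, 910 of the 1238 sense 16-nt reads ended 1 nt upstream of a sense 24–33-nt RNA, against 601 ± 115 (SD over 1000 simulations) with randomized positions, and 697 had the 5′ end at the 3′ end of an antisense 26-nt RNA, against 185 ± 82.0 (SD). The simulated count reached the observed one in 1 of 1000 simulations for the former and in 0 for the latter. Of the 498 antisense reads, 368 and 232 did so, against 230 and 77.6 at random. Without the consensus, and among reads that were neither miRNA nor structural RNA, 0.855% of 16-nt reads in WT and 0.358% in KO were the exact reverse complement of the 3′ part of a 26-nt RNA. For 27-nt RNAs these shares were 0.512% and 0.247%, and for 28-nt RNAs 0.689% and 0.115%. Matches were thus not limited to 26-nt RNAs. With no mismatch allowed, the antisense WT reads opposite 26-nt RNAs made up 20.2%, and 88 of 1000 simulations reached that count.

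**Figure D4:**
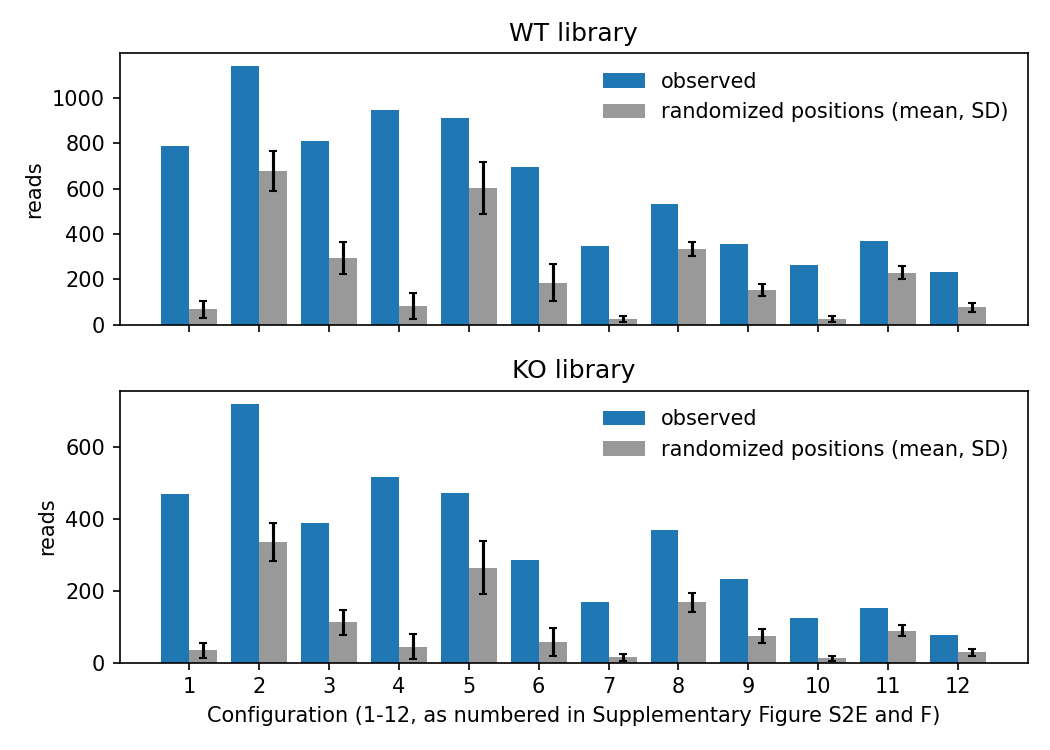
Reads of 19-nt and 16-nt L1 RNAs (vertical axes) in each of the 12 configurations of Supplementary Figure S2E and F (horizontal axis) for the WT library (top) and the KO library (bottom), 1 library each. Blue bars are observed reads, and grey bars with error bars are the mean and SD over 1000 randomizations of the positions. The observed bar is the higher one in all 12 configurations of both libraries.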

The amounts of these 19- and 16-nt byproducts were only slightly reduced by the *Hsp90α* mutation. 

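The 19-nt L1 RNAs numbered 2081 reads in the WT library and 1478 in the KO library, a KO/WT ratio normalized to miRNA reads of 0.6996 (95% Clopper-Pearson interval 0.654 to 0.748; no replicates). For 16-nt RNAs the reads were 1736 and 1025 and the ratio 0.582 (0.538 to 0.629). Both lie above the 0.380 (0.376 to 0.385) of L1-derived 24–33-nt RNAs, by 1.84 times for 19 nt (Fisher's exact test, p = 1.07e-66) and 1.53 times for 16 nt (Fisher's exact test, p = 1.48e-25), and both lie below 1 by more than the sampling error. The L1 RNAs of neighbouring lengths also lie above 0.380, with ratios of 0.547 (0.478 to 0.624) at 17 nt, 0.648 (0.542 to 0.772) at 18 nt and 0.554 (0.489 to 0.628) at 20 nt. The milder fall is thus not limited to 19 and 16 nt. The interval at 16 nt overlaps those of all these lengths. The interval at 19 nt lies above those at 17 and 20 nt and overlaps that at 18 nt. By strand, the ratio of 19-nt RNAs was 0.675 for sense and 0.746 for antisense, and that of 16-nt RNAs 0.585 and 0.574. Normalizing to reads of all lengths moved the ratios to 0.814 for 19 nt and 0.677 for 16 nt. Normalized to structural RNA fragments of the same length, a choice made after seeing the data, they were 0.672 and 0.591. The L1-derived 24–33-nt RNAs then had a ratio of 0.440, so the gap to them narrowed but remained.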

It has been reported that in cultured silkworm cells, chemical inhibition of HSP90 results in the accumulation of such 16-nt byproducts in the PIWI complex, suggesting that HSP90 facilitates the recycling of PIWI for efficient ping-pong cycling (15). In the mouse system, however, our data imply that neither RNA cleavage nor PIWI recycling is affected by HSP90α inactivation; thus, it appears more likely that HSP90α plays a role in stabilizing 24–33-nt piRNAs, such as stabilizing piRNA–protein complexes.

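In the KO library the 19-nt and 16-nt L1 RNAs kept KO/WT ratios of 0.6996 and 0.582 while 24–33-nt L1 RNAs fell to 0.380, each relative to miRNA reads and without replicates. L1 RNAs of 17, 18 and 20 nt had ratios of 0.547, 0.648 and 0.554, so a ratio above that of 24–33-nt RNAs is not limited to the byproduct sizes. The interval at 19 nt (0.654 to 0.748) lay above those at 17 and 20 nt but overlapped that at 18 nt. The interval at 16 nt overlapped those at 17, 18 and 20 nt. The 19-nt reads were 1.93% of the 24–33-nt reads in WT and 3.55% in KO. Of the KO sense 19-nt reads, 77.3% lay directly upstream of a 24–33-nt RNA, and the 10-nt overlap made up 35.0% of the sense-antisense pairs. The reads found opposite a piRNA 10 nt longer had lower ratios than all reads of the same size, although for antisense 19-nt reads the intervals overlap. Their KO/WT ratios were 0.471 (95% Clopper-Pearson interval 0.416 to 0.533) for sense and 0.638 (0.539 to 0.755) for antisense 19-nt reads, and 0.403 (0.350 to 0.463) and 0.327 (0.249 to 0.425) for 16-nt reads. Without the consensus, the ratio was 0.561 (0.521 to 0.604) for 19-nt reads complementary to 29-nt RNAs and 0.414 (0.373 to 0.458) for 16-nt reads complementary to 26-nt RNAs. These counts also depend on the partner being found, and partners were fewer in KO. With each distinct sequence counted once, the ratios were 0.772 for 19 nt, 0.678 for 16 nt and 0.472 for 24–33 nt. From byproducts that were little changed, the paper infers that cleavage and recycling of PIWI proteins continue without HSP90α. It considers it more likely that HSP90α helps to stabilize the 24–33-nt piRNAs.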

### L1 retrotransposons are derepressed in the fetal germ cells of *Hsp90α* KO mice

The reduction of L1-derived 24–33-nt piRNAs prompted us to investigate whether the expression of this retrotransposon is misregulated in mutant prospermatogonia. Thus, we compared the expression of the L1-encoded ORF1p protein in WT and *Hsp90α* KO testes at E18.5 by immunofluorescence. The number of ORF1p-positive germ cells was significantly increased in the fetal *Hsp90α* KO testis (Figure 4A). Furthermore, western blotting of the whole testes lysates (E16.5) revealed a definite increase in ORF1p levels in the mutant testes (Figure 4B). In contrast, L1 mRNA levels were largely unchanged in these testes (Figure 4C), suggesting that the effect occurs at the post-transcriptional level. Consistently, the DNA methylation levels of the promoter sequences of A- and Gf-type L1 were largely similar between WT and KO P0 prospermatogonia (Figure 4D).

**Figure 4.**
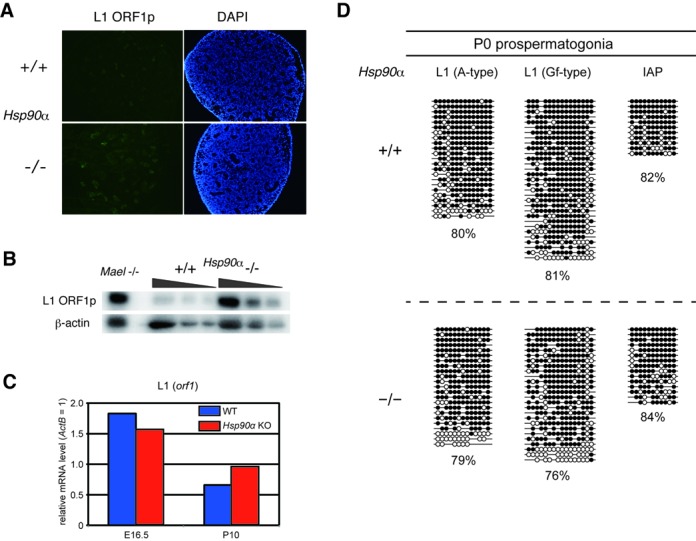
Increase in L1-encoded protein levels in *Hsp90α* KO testes. (**A**) Immunofluorescence detection of L1 ORF1 protein in E18.5 testes. (**B**) Western blot analysis of L1 ORF1 protein in E16.5 testes lysates. *Maelstrom* KO testis lysate (gifted from Dr A. Bortvin) was used as a positive control, and β-actin served as a loading control. (**C**) The gene expression of L1 *Orf1* in WT (blue) and *Hsp90α* KO (red) testes at E16.5 and P10 was determined by quantitative RT-PCR and normalized by the *ActB* expression level. (**D**) DNA methylation levels of retrotransposon sequences in WT and KO prospermatogonia (at P0) determined by bisulfite-PCR sequencing. Open and closed circles represent unmethylated and methylated CpG sites, respectively.

### Postnatal piRNA levels derived from retrotransposons were reduced in *Hsp90α* KO mice

We also investigated the effect of the *Hsp90α* KO mutation on piRNA biogenesis and DNA methylation in postnatal germ cells. Northern blot analysis of testis RNA on postnatal day 24 (P24) against piRNA derived from IAP, another active retrotransposon, revealed a severe reduction in piRNA levels in the mutant testes (Figure 5A). The reduction of L1-derived piRNA was unclear because of smearing; however, longer RNAs were accumulated in the mutant testes, very similarly to *Mitopld* KO testes, which are deficient in piRNA production and show an increased L1 mRNA level at postnatal stages (18). These results suggest that, at the postnatal stages, L1 transcription is increased in *Hsp90α* KO testes. The DNA methylation level in the L1 promoters was partially reduced in the *Hsp90α* mutant testes at P15 when analyzed by methylation-sensitive enzyme digestion and Southern blot, although it was not as much as *Mitopld* KO testes (Figure 5B). However, when analyzed by bisulfite sequencing, the L1 promoters were normally methylated in *Hsp90α* KO meiotic germ cells (spermatocytes) at P17 (Figure 5C), as in the P0 prospermatogonia (Figure 4D). Although there might be a difference in methylation in several limited loci of L1, the profound decrease in piRNA production did not affect DNA methylation of a bulk of L1 promoters.

**Figure 5.**
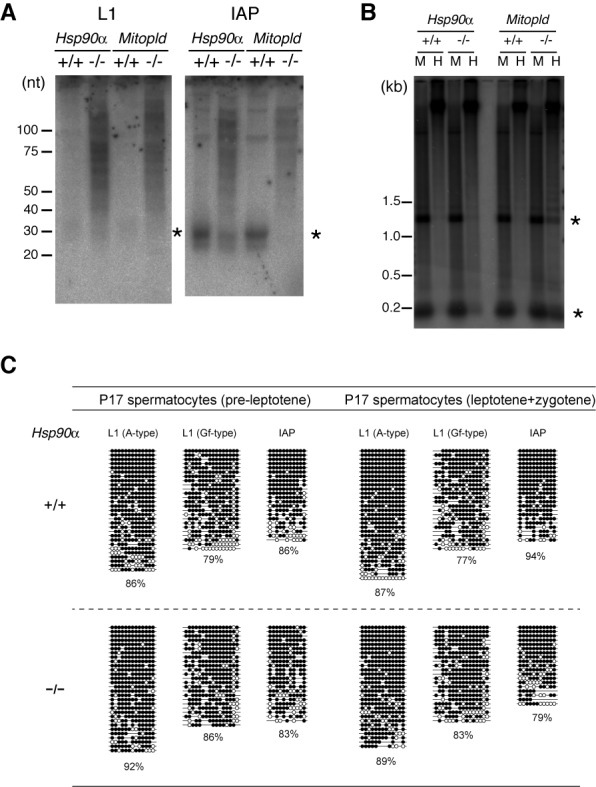
The expression levels of piRNA and the DNA methylation of L1 and IAP retrotransposons. (**A**) Northern blot analysis of piRNAs derived from L1 and IAP in P24 testes. Mitopld KO testes were used as a control for piRNA defects. (**B**) DNA methylation state of L1 5′-UTR was detected by Southern blot analysis of testes DNA digested by a methylation-insensitive (MspI; M) or methylation-sensitive (HpaII; H) restriction enzyme. (A, B) Asterisks indicate the expected band sizes. (**C**) DNA methylation levels of retrotransposon sequences in WT and KO spermatocytes (at P17) determined by bisulfite-PCR sequencing. Open and closed circles represent unmethylated and methylated CpG sites, respectively.

## DISCUSSION

The HSP90 proteins play a pivotal role for maintaining the integrity of cellular functions by supporting the activities of many client proteins, and this HSP90's function has been proposed to be important for the robustness of developmental pathways under genetic or environmental perturbations (i.e. canalization) (40,41). In the germ cells, maintaining the integrity of the genome and epigenome is especially important, because they convey the genetic and possibly epigenetic information to the progenies. The germline piRNA system is an efficient host defense system against the mutagenic effects of active transposons by cleaving their RNAs and epigenetically silencing their promoters. We recently revealed that Hsp90α is essential for spermatogenesis (17), and in this report, we showed that HSP90α is important for piRNA production and post-transcriptional repression of retrotransposons in mouse fetal germ cells. Several proteins indispensable for piRNA production have been identified, and there are even more proteins regulating these key proteins. The PIWI-clade Argonaute proteins, MILI and MIWI2, are the most centered in the mouse fetal piRNA system as they form complexes with primary piRNAs, cleave the transposon-derived RNAs to generate secondary piRNAs and mediate DNA methylation of transposons such as L1. The loss of HSP90α decreased both MILI- and MIWI2-bound fractions of fetal piRNAs by ∼3-fold, but not completely. The remaining piRNAs showed the hallmarks of ping-pong cycle, which indicate that the RNase (slicer) activity of the PIWI protein(s) is still working in KO germ cells. Nevertheless, the decrease was enough to derepress retrotransposons.

The reports on the piRNA system have been accumulating in this decade. However, the mechanisms of piRNA-mediated retrotransposon silencing are still not fully understood, especially in the series of steps: (i) the loading of MILI-generated piRNAs onto MIWI2, (ii) the translocation of MIWI2–piRNA complex into nucleus and (iii) the introduction of DNA methylation in retrotransposon promoters. TDRD9, which contains a Tudor domain recognizing methylated arginine residues, has been shown to co-localize with and binds to MIWI2 at piP-bodies and both proteins are also present in nucleus, suggesting its role in the MIWI2 translocation (25). The other PIWI proteins in postnatal germ cells, MILI and MIWI, have been shown to be methylated by an HSP90 client protein, PRMT5, which is a type II protein methyltransferase (32,33). However, it was unknown whether MIWI2 is methylated *in vivo*, although MIWI2 has the PRMT5-methylation motif and can be methylated by PRMT5 *in vitro* (32,33). Here, we showed that MIWI2 is indeed methylated in fetal germ cells. But, it is likely that the level of the MIWI2 methylation was not affected in prospermatogonia at E16.5 by the *Hsp90α* deficiency, demonstrating that the arginine methylation is not sufficient for the MIWI2 protein to translocate into nuclei. Interestingly, even with the arginine methylation of MIWI2, the subcellular localization patterns of MIWI2 and TDRD9 became different in *Hsp90α* KO germ cells; TDRD9 still can enter the nucleus in the mutant. Given the function of HSP90α in protein transport across membranes in dendritic cells (16,24), it is tempting to speculate that HSP90α may function as a chaperone for MIWI2 translocation. This prospect should be explored in future studies.

Despite the low efficiency of MIWI2 nuclear translocation and the low amount of piRNAs, the DNA methylation levels at L1 promoters were not severely affected. Therefore, the small amounts of MIWI2–piRNA complexes in the nucleus might be enough to guide *de novo* DNA methylation of the retrotransposon promoters. We showed that L1 mRNA is highly produced even in the WT fetal testes and is not extra-elevated in the *Hsp90α* KO testes. On the other hand, the amount of the L1-encoded protein was significantly elevated in the *Hsp90α* mutant testes. These features, i.e. *de novo* DNA methylation is not affected but the expression of L1 is elevated at the protein level, are very similar to the phenotype of the mutant of *Maelstrom* (28), a gene known to be involved in the piRNA-based transposon silencing system. Therefore, L1 is repressed at the post-transcriptional level in fetal male germ cells (prospermatogonia), and Maelstrom and HSP90α are likely involved in it. On the other hand, the piRNA-guided DNA methylation at the L1 promoter is important for transcriptional silencing in later (postnatal) stages, as evidenced by an increase in L1 mRNA after birth in the *Mili* and *Miwi2* mutants (23,42–43). HSP90α is possibly involved in several distinct steps in normal male germ cell development, because HSP90 is a chaperone that stabilizes a numerous client proteins in cytosol and in nucleus. Further study is needed to elucidate whether the deficiency in post-transcriptional regulation of retrotransposons in the *Hsp90α* KO fetal germ cells is directly linked to the deficiency in piRNA biogenesis.

Involvement of the HSP90 chaperone complexes in the mouse piRNA biogenesis was first suggested in the study of FKBP6, HSP90's co-chaperone, in which the authors showed that the *Fkbp6* KO mice had a defect in piRNA production, especially in MIWI2-bound piRNA (15). They also analyzed the effect of an HSP90 inhibitor, Geldanamycin (GA), on the piRNA biogenesis in cultured silkworm cells. The GA-treatment resulted in the accumulation of additional ∼16-bp small RNA species which are likely byproducts of the RNA cleavage reaction by Ago3, a PIWI protein. Thus, they suggested that FKBP6 in mice and HSP90 in silkworm are involved in efficient recycling of the slicer enzyme. On the other hand, our computational analysis on the published sequence data revealed that the ping-pong byproducts are not accumulated in *Fkbp6* KO testes, similarly to the *HSP90α* KO testes. It is of note that, in *Hsp90α* KO testes, not only MIWI2-bound piRNAs but also MILI-bound piRNAs are reduced, indicating the presence of both FKBP6-dependent and FKBP6-independent actions of HSP90α. This seems to parallel with the insect piRNA system where at least two different HSP90 co-chaperones, Hop and Shutdown (Fkbp6 ortholog), are required (12,14). The reduction of both MILI- and MIWI2-bound piRNAs by the *Hsp90α* mutation also suggests that the steps where HSP90α is involved in the piRNA biogenesis pathway include a step(s) upstream of the enzymatic reactions by MILI. Therefore, in analogy to the role of the insect HSP90 machinery in the formation of piRNA–PIWI complex (13) and siRNA–Ago2 complex (8), it is conceivable that the mouse HSP90α machinery has important roles in the formation and/or stability of the MILI–piRNA and MIWI2–piRNA complexes, the later being dependent on the FKBP6 co-chaperone.

The two cytosolic HSP90 isoforms were generated by gene duplication in the common ancestor of vertebrates and maintained thereafter, with the amino acid sequence and the expression pattern being diverged (44). However, whether the two isoforms are *functionally* diverged, particularly whether HSP90α with more tissue-specific expression has indispensable functions, remains controversial. A function specific to HSP90α would be its extracellular role in regulating matrix metalloproteinase activity and cancer metastasis (45). However, little is known about the difference in their intracellular functions. We previously demonstrated that HSP90α plays a more important role than HSP90β in the membrane translocation and presentation of exogenous antigens in mouse dendritic cells (16,24). In this study, our data revealed that HSP90α plays specific roles in the epigenetic regulatory systems against transposons during germ cell development. The single insect gene of HSP90 is also involved in piRNA biogenesis and transposon silencing (11,12), hinting that the function of the HSP90 machinery in piRNA biogenesis is conserved in metazoans. After gene duplication and functional divergence, this piRNA-related function may have become specific to *Hsp90α* in vertebrates or at least in mammals. Then, under the selection, *Hsp90α* may have become highly expressed in male germ cells.

## ACCESSION NUMBERS

The small RNA sequencing data were deposited in GEO under the accession no. GSE54515.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: HSP90α plays an important role in piRNA biogenesis and retrotransposon repression in mouse
**Source:** Nucleic Acids Res. 2014 Sep 27;42(19):11903–11. doi: 10.1093/nar/gku881
**Supplement:** SUPPLEMENTARY DATA

HSP90α plays an important role in piRNA biogenesis and retrotransposon repression in mouse — HSP90α plays an important role in piRNA biogenesis and retrotransposon repression in mouse — SUPPLEMENTARY DATA 

# HSP90α plays an important role in piRNA biogenesis and retrotransposon repression in mouse

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

# Supplementary material for: HSP90α plays an important role in piRNA biogenesis and retrotransposon repression in mouse
**Source:** Nucleic Acids Res. 2014 Sep 27;42(19):11903–11. doi: 10.1093/nar/gku881
**Supplement:** SUPPLEMENTARY DATA

# Supplemental Figures

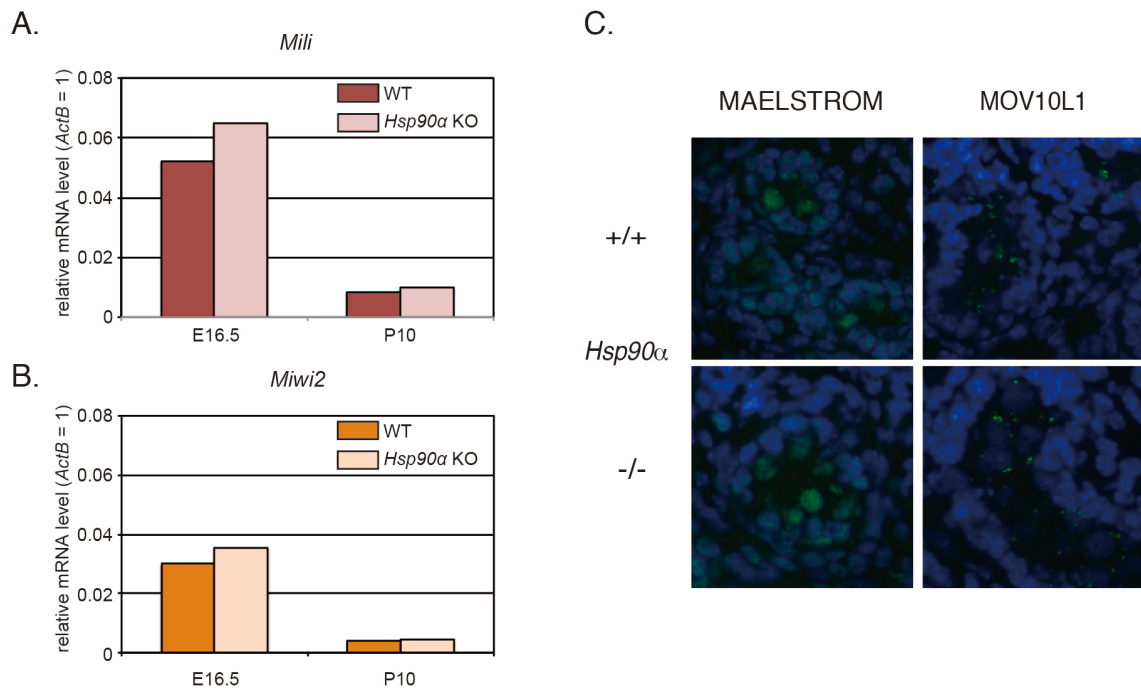

**Figure S1 piRNA-related gene expressions and protein localizations.**

(A, B) The gene expression of *Mili* (A) and *Miwi2* (B) in WT (dark colors) and *Hsp90α* KO (light colors) testes at E16.5 and P10 was determined by quantitative RT-PCR. All data were normalized by the *ActB* expression level. We did not detect large differences in *Mili* and *Miwi2* expression between WT and KO testes. (C) Localization of MAELSTROM (green; *left*) and MOV10L1 (green; *right*) was determined by immunofluorescence staining of E18.5 testis frozen sections. Nuclei were counter-stained with DAPI (blue).

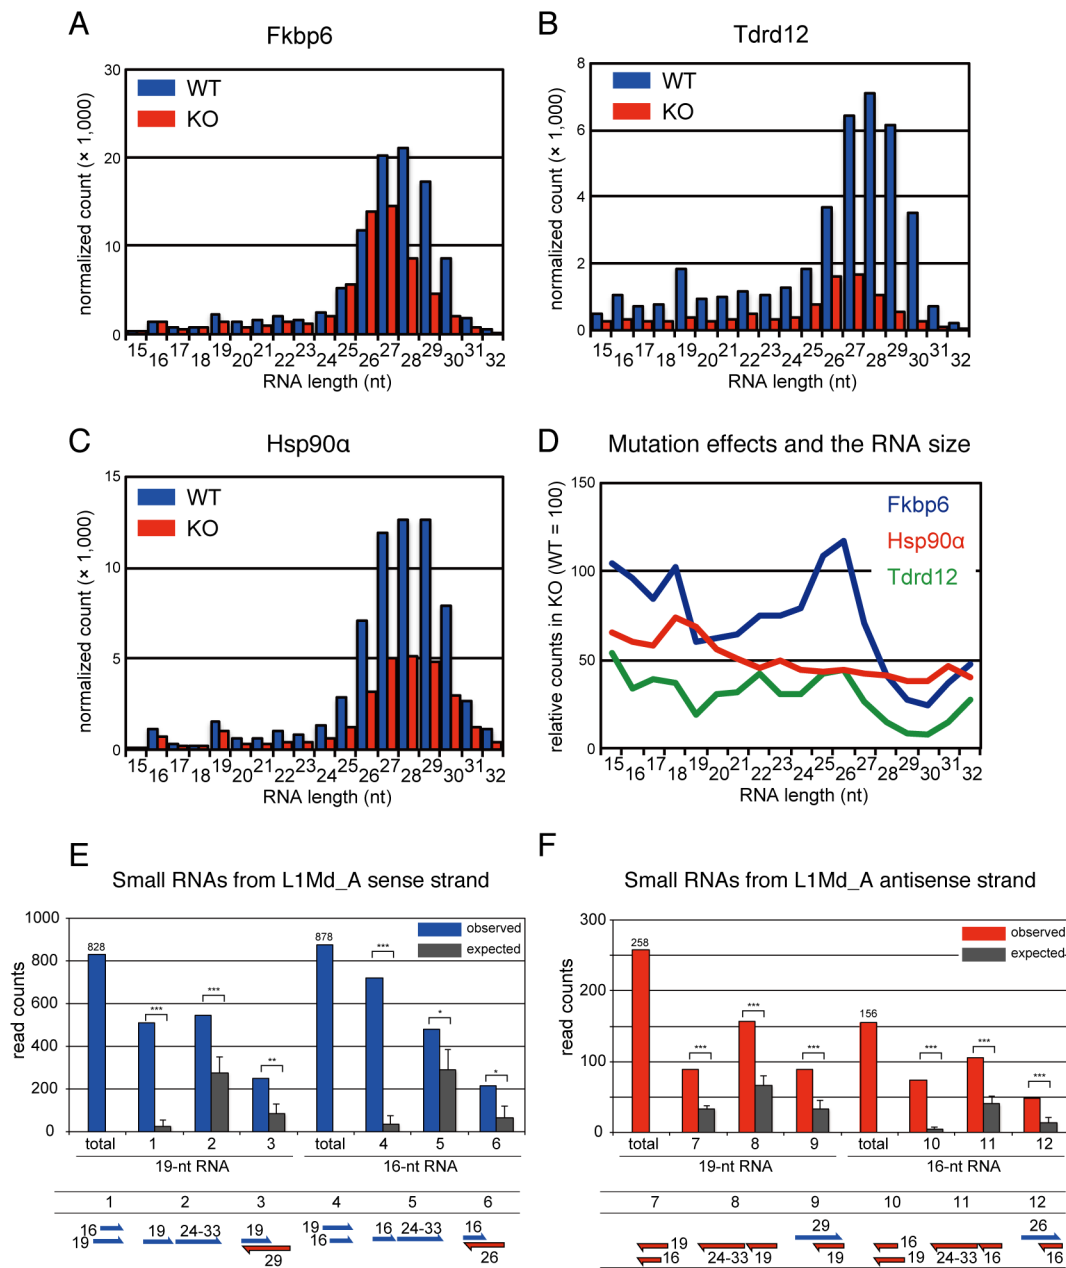

**Figure S2 Length distributions of transposon-derived small RNAs and configuration of 16- and 19-nt small RNAs.**

(A, B, C) Small RNAs in *Fkbp6*, *Tdrd12*, and *Hsp90α* KO libraries (red) and their WT controls (blue) were mapped to transposon consensus sequences, and mapped reads of indicated lengths were counted. The read counts were normalized by miRNA levels in the respective libraries as *reads per million miRNA reads*. (D) The reduction by the KO mutations was calculated for RNAs of the indicated lengths.

The *Fkbp6* and *Tdrd12* mutants exhibited a severe reduction in piRNAs of 28 nt or longer (typically MIWI2-bound), whereas the *Hsp90α* mutants displayed a reduction in piRNAs of 24–27 bp (typically

MILI-bound), in addition to piRNAs of 28 nt or longer. In the *Tdrd12* mutant, MIWI2 does not bind small RNAs, and the slicer activity of MILI is proposed to be affected (Pandey *et al.* 2013, Proc. Natl. Acad. Sci. USA 110:16492-16497). Our analysis revealed that 16- and 19-nt RNAs were diminished in the *Tdrd12* mutant, which is consistent with the inference that these 16- and 19-nt RNAs are byproducts of the slicing reactions to generate secondary piRNAs.

(E, F) Mapping positions of 16- and 19-nt RNAs derived from sense (E) and antisense (F) strands of the L1 retrotransposon were compared with those of other small RNAs. Configuration of 16- and 19-nt small RNAs suggests they are byproducts of RNA cleavage during the ping-pong cycle. 

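The configurations numbered 1 to 12 in the legend were counted in the deposited reads placed on the L1 consensus. In the WT library the share of reads in a configuration ran from 46.6% to 83.9%, against 3.82% to 49.8% with randomized positions. The simulated count reached the observed one in 1 of 1000 simulations for configuration 5 and in 0 for the others. In the KO library the observed shares ran from 26.6% to 77.3%, and 0 of 1000 simulations reached the observed count in any configuration. Counted without mismatches, configuration 6 in KO fell to 12.0%, and 57 of 1000 simulations reached that count. Configuration 12 in WT fell to 20.2%, and 88 of 1000 simulations reached that count. The paper argues from the configurations that 16-nt and 19-nt RNAs arise when RNA is cleaved in the ping-pong cycle.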

The blue and red bars denote the exact read counts for the indicated RNA in the indicated configurations. (1) Sense-strand 19-nt RNAs whose 3'-ends are at the same position as the 3'-end of at least one sense-strand 16-nt RNA. (2) Sense-strand 19-nt RNAs whose 3'-ends are 1 bp upstream of the 5'-end of at least one sense-strand 24–33-nt RNA. (3) Sense-strand 19-nt RNAs whose 5'-ends are at the same position as the 3'-end of at least one antisense-strand 29-nt RNA. (4) Sense-strand 16-nt RNAs whose 3'-ends are at the same position as the 3'-end of at least one sense-strand 19-nt RNA. (5) Sense-strand 16-nt RNAs whose 3'-ends are 1 bp upstream of the 5'-end of at least one sense-strand 24–33-nt RNA. (6) Sense-strand 16-nt RNAs whose 5'-ends are at the same position as the 3'-end of at least one antisense-strand 26-nt RNA. (7) Antisense-strand 19-nt RNAs whose 3'-ends are at the same position as the 3'-end of at least one antisense-strand 16-nt RNA. (8) Antisense-strand 19-nt RNAs whose 3'-ends are 1 bp upstream of the 5'-end of at least one antisense-strand 24–33-nt RNA. (9) Antisense-strand 19-nt RNAs whose 5'-ends are at the same position as the 3'-end of at least one sense-strand 29-nt RNA. (10) Antisense-strand 16-nt RNAs whose 3'-ends are at the same position as the 3'-end of at least one antisense-strand 19-nt RNA. (11) Antisense-strand 16-nt RNAs whose 3'-ends are 1 bp upstream of the 5'-end of at least one antisense-strand 24–33-nt RNA. (12) Antisense-strand 16-nt RNAs whose 5'-ends are at the same position as the 3'-end of at least one sense-strand 26-nt RNA. If a sense RNA satisfies (2) and (3), then the sense 24–33-nt RNA and antisense 29-nt RNA are involved in the ping-pong cycle, as shown in Fig. 3E. 

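The randomization keeps the number of 16-nt or 19-nt reads of each sequence and moves each sequence to a position drawn at random on the L1 consensus of 6046 nt, so the expected count depends on how many positions carry a matching partner. Partners of 24 to 33 nt are frequent, and 677 of 1359 WT sense reads of 19 nt (SD over 1000 simulations 87.1) fell directly upstream of one by chance, against 1140 observed. Shared 3′ ends with 16-nt RNAs are rarer, with 69.6 reads by chance against 787 observed.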

Expected values (gray) were the averages calculated from 1000 simulated datasets in which the mapping positions of 16- or 19-nt RNAs were randomized. Error bars indicate standard deviations. The p-values were calculated from the aforementioned simulations, and statistical significance is indicated by asterisks (\*\*\*  $p < 0.001$ , \*\*  $p < 0.01$ , \*  $p < 0.05$ ).

## Supplemental Table

**Table S1. Oligonucleotides used in this study**

|          | name                   | forward primer               | reverse primer       | ref.                                                          |
|----------|------------------------|------------------------------|----------------------|---------------------------------------------------------------|
| RT-qPCR  | L1_ORF1                | GGTGAGGAAATGAACAAAACC        | ATGCTCGCATCTATGGTTCC | this study                                                    |
| RT-qPCR  | L1_5'UTR               | GGCGAAAGGCAAACGTAAGA         | GGAGTGCTGCGTTCTGATGA | Watanabe et al. Dev.Cell 2011, Carmell et al.Dev.Cell 2007    |
| RT-qPCR  | Miwi2                  | ATTTGACGGTGCCAGCCTTT         | ACAGGGGAGTTTGGGAAGAG | this study                                                    |
| RT-qPCR  | Mili                   | ATAAGCAGGGAACGATGCTG         | CTTGTTGAGGCATCTCTGC  | this study                                                    |
| RT-qPCR  | ActB                   | CCAACCGTGAAAAGATGACC         | CCATCACAATGCCTGTGGTA | this study                                                    |
| Southern | L1Md_A2_ORF            | TCCCAACATAGATCCTGAG          | AGTGGGCAGAGTATTCTCTG | Bourc'his and Bester, Nature 2004, Shoji et al. Dev.Cell 2009 |
| Northern | <i>Line-1</i> piR-1831 | GGGAGAAAGTGGGCAGCCTTGCTAGTCC |                      | Shoji et al. Dev.Cell 2009                                    |
| Northern | <i>IAP</i> piR-4868    | GCGCTGACATCCTGTGTTCTAAGTGGA  |                      | Shoji et al. Dev.Cell 2009                                    |

How the deposited data were processed for this re-analysis (not part of the article)

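Small RNA was sequenced from 1 WT and 1 Hsp90α KO library, each made from 20 pooled testes at E16.5. For each library the authors clipped the adaptor and deposited raw read counts of distinct sequences of 11 to 48 nt, without mapping or normalization of the counts in the deposited values. The paper mapped these reads to miRBase, the mouse genome, RepBase and published fetal piRNA clusters, and none of those references was available here, so the mapping was replaced as follows.

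Sequences of at least 16 nt were matched exactly, on both strands, to the 141767 transcripts of GENCODE release M21 (GRCm38). Sense matches inside the 2202 miRNA hairpins were counted as miRNA. Matches to rRNA on either strand and sense matches to snRNA, snoRNA, scaRNA, misc_RNA, mitochondrial rRNA and tRNA and other small structural RNAs were counted as structural RNA. Nuclear tRNAs are not among these transcripts, and their fragments stay among the RNAs without annotation. The design fixed before the files arrived called for windows of a genome as candidate clusters and soft-masked genome sequence as repeats. With no genome, candidate clusters became the top 200 genes matched by RNAs of 24 to 33 nt specific to that gene, with first-position uracil in at least 50% of reads, and repeat-derived RNAs became RNAs of 24 to 33 nt matching transcripts of at least 10 genes. These stand-ins were chosen after the files arrived. Because the loci were chosen by first-position uracil, that share is not reported for them. L1-derived RNAs were RNAs placed with up to 2 mismatches on a 6046-nt consensus of 9 L1 copies in the transcripts, located with the primers of Table S1 and aligned with BLAST 2.17.0.

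Counts were normalized to miRNA reads, as in the paper. KO/WT ratios were tested with an exact conditional binomial test and given 95% Clopper-Pearson intervals. Shares have 95% Wilson intervals and were tested against 25% with exact binomial tests. Fisher's exact test was used for tables of counts by genotype, and the 19-nt and 16-nt RNAs were compared with 1000 simulations in which each sequence was given a position drawn at random on the consensus. For these the number of simulations that reached the observed count is reported, since they are neither exact nor permutation tests. The 10-nt overlap was compared with the other overlaps from 1 to 30 nt. The libraries held 6409305 reads for WT and 5589326 for KO, so that 3 reads are 4.68e-05% and 5.37e-05% of them. With 1 library per genotype these tests measure the sampling of reads and not variation between animals or libraries, and no model across replicates was fitted.

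The genes named in the text are those the paper names, the 5 loci and the 5 miRNAs with the highest summed abundance in both libraries, the Hsp90 genes, the miRNAs of the miR-290 cluster used as germ cell markers, and the genes holding the longest copies behind the L1 consensus. The statistics were tested on simulated data, where the 95% interval covered the true ratio in 95.3% of draws. The simulated sequences were placed at the true position in 100% of cases. No separate placement result was obtained for 16-nt or 19-nt RNAs or for the start of the L1 consensus. The 100% therefore does not vouch for the 16-nt and 19-nt configurations or for positions near that start. Alternatives covered the normalizing total, the minimum number of reads, distinct sequences in place of reads, mismatches and the number of loci. Alternatives with 50-kb windows and with uniquely matching soft-masked sequence need a genome and were left out. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. The Fkbp6, Tdrd12, Mili and Miwi2 libraries that the paper compares with are not in the files analysed here.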

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

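Reads of 34 to 48 nt, which the paper does not analyse, were far fewer in the KO library. There were 316436 in WT and 97784 in KO, a KO/WT ratio normalized to miRNA reads of 0.3044 (95% Clopper-Pearson interval 0.302 to 0.307). This is a signal outside the lengths the paper discusses. A candidate explanation is a difference in size selection between the libraries. If it held, fragments of structural RNAs, which are not products of the piRNA pathway, would also fall at these lengths, and their ratio was 0.2588 (0.253 to 0.265), against 0.874 at 24 to 33 nt. That result fits a loss of longer RNAs whatever their origin. The prediction was written after the fall with length had been seen. A difference in RNA integrity between the samples was not tested, and with 1 library per genotype the genotype cannot be told apart from the library.

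Fragments of structural RNAs of 24 to 33 nt had a KO/WT ratio of 0.8737 (0.864 to 0.883), in RNAs outside those the paper discusses. The ratio fell with length, from 1.01 at 24 nt to 0.843 at 28 nt, 0.769 at 30 nt and 0.629 at 33 nt. A few abundant sequences are an unlikely source, since the ratio was 0.8618 without the 10 most abundant sequences. The loss overlaps the size range of MIWI2-bound piRNAs, so part of the fall of 28–32-nt piRNAs in the KO library may come from the library and not from the mutation.

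Of the 18-nt reads in the WT library that were neither miRNA nor structural RNA, 4.365% were the exact reverse complement of the 3′ part of a 24-nt RNA, more than for 19-nt reads and 29-nt RNAs, and 0 reads were when the sequences were reversed without complementing. In the KO library the share was 0.045%. The reversed control matched few or no reads at any pair of sizes, so it does not set this pair apart. The paper reports no such pair of sizes. The most abundant matching sequence held 95.03% of the matching WT reads, 5236 of 5510, so 1 sequence accounts for most of the signal. Of 15940 distinct 18-nt sequences, 25 matched, a share of 0.157%, against 2.88% of distinct 19-nt sequences opposite 29-nt RNAs. Reads of 17 nt also matched 27-nt RNAs (1.42% in WT, 0.162% in KO) and 25-nt RNAs (1.09% in WT, 0.0124% in KO). Both WT shares exceed the 0.855% of 16-nt reads opposite 26-nt RNAs. The most abundant sequence held 73.5% and 95.2% of these matching 17-nt reads in WT, 1391 reads in each case. Each of these shares thus also rests mostly on 1 sequence. No biological explanation was tested, and with 1 library per genotype the difference from KO has no replicate check.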

How the results depend on the processing

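The alternatives in processing were chosen before the files arrived, except for these, which were added after seeing the data: leaving the most abundant miRNA out of the normalizing total, normalizing to structural RNA fragments of the same length, loci whatever their first base, matches to at least 5 or at least 50 genes, and the size comparison for locus RNAs. Of 153 alternative values for 54 results, 140 kept the direction and significance of the main value or stayed within its interval, 3 were weaker, 9 moved and 1 reversed. The KO/WT ratios of L1-derived, repeat-derived and locus RNAs and of 19-nt and 16-nt RNAs stayed below 1 under every alternative. First-position uracil, 10th-position adenine, the 10-nt overlap and the 19-nt excess also kept their direction under every alternative.

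The comparison of 28–32-nt with 24–27-nt repeat-derived RNAs depended most on the processing. The quotient of their KO/WT ratios was 0.930 as reported and 0.979 with each distinct sequence counted once, where the difference was no longer detectable. Sequences found in both libraries then count in each, so that test is not on independent counts. Counting sequences once takes away the weight of abundant RNAs. Normalized to structural RNA fragments of the same length, a choice made after seeing the data, it reversed to 1.07 (1.04 to 1.11), because structural fragments themselves fell with length. For locus RNAs the quotient was 0.833 as read and 0.958 (0.918 to 0.999) with this normalization. The same normalization gave KO/WT ratios of 0.440 for L1-derived, 0.451 for repeat-derived and 0.515 for locus RNAs. For 19-nt and 16-nt L1 RNAs it gave 0.672 and 0.591, nearer to the ratio of L1-derived 24–33-nt RNAs than with miRNA reads.

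With no mismatch allowed, fewer 16-nt RNAs were placed on L1. The share of KO sense 16-nt RNAs opposite 26-nt RNAs was then 12.0%, a count reached in 57 of 1000 simulations, and that of WT antisense 16-nt RNAs was 20.2%, reached in 88 of 1000. Both rest on fewer reads, 69 of 575 and 49 of 243.

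The miRNA share of 20–23-nt reads moved to 84.4% in WT and 84.99% in KO with up to 2 mismatches to a hairpin, which admits sequences that differ from the hairpin. It was 73.1% and 74.1% over 20 to 24 nt, and 78.4% and 79.0% for sequences read at least 2 times, which leaves out rare sequences. The share of all reads at 24 to 33 nt moved to 62.5% in WT and 53.1% in KO when distinct sequences were counted, since few sequences make up most miRNA reads. The SD of log2 KO/WT ratios over miRNAs moved from 0.567 to 0.331 for miRNAs with at least 1000 reads, and the cause of the wider spread among rarer miRNAs was not tested.

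Alternatives that needed a genome, 50-kb windows as clusters and uniquely matching soft-masked sequence as repeats, were not run. The replicate block was not run because each genotype has 1 library. Leaving out replicates and other splits of the samples do not apply for the same reason. Without replicates, variation between libraries is unmeasured for every KO/WT ratio, so it cannot be weighed against the sampling error of the reads.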

Differences from the paper's values

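The number of 19-nt sense L1 reads was 1359 in the WT library, against the paper's about 830 in Fig. S2E, read by eye. The legend does not name the library, and WT was taken. With no mismatch allowed it was 914 and with each distinct sequence counted once 573, both within the factor used to call a difference. The number of 19-nt antisense reads was 722 against the paper's about 260 in Fig. S2F, read by eye. With no mismatch it was 334, which closes the gap, and with distinct sequences 423, which does not. The number of 16-nt antisense reads was 498 against the paper's about 160 in Fig. S2F, read by eye, and none of the alternatives set before the files arrived closed the gap (it was 243 with no mismatch allowed).

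The paper states that cluster-derived RNAs show no peak at 19 nt. At the 200 loci that stand in for clusters, 19-nt reads were 1.58 times the mean of their neighbours in WT and 1.56 times in KO. These loci are not the paper's clusters.

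The paper states that RNAs from 24 to 32 nt were suppressed equally. The KO/WT ratio at 28 to 32 nt was 0.930 times that at 24 to 27 nt for repeat-derived RNAs and 0.833 times for RNAs of the 200 loci. Structural RNA fragments had a quotient of 0.832 themselves. Normalized to those of the same length, the quotient was 1.07 for repeat-derived, 1.06 for L1-derived and 0.958 for locus RNAs. With each distinct sequence counted once, the repeat-derived difference was not detectable (Fisher's exact test, p = 0.364). Sequences found in both libraries count in each there, so the counts are not independent and the test does not show equality.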

Other observations

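The fall of 24–33-nt RNAs in the KO library was set against several technical explanations. If size selection of the libraries were the whole cause, L1-derived RNAs would fall as much as structural RNA fragments of the same length. They fell to 0.4403 of that expectation, so size selection may contribute but does not account for the fall. This prediction was written after the fall of structural fragments had been seen. At 24 to 27 nt, where structural fragments kept a ratio of 0.9746, L1-derived RNAs had a ratio of 0.403. If the KO library held fewer germ cells, miRNAs of the miR-290 cluster, listed as germ cell markers before their counts were looked at, would fall too. Their ratio was 1.34 (95% Clopper-Pearson interval 1.26 to 1.43), on 1630 WT and 2218 KO reads, so they did not fall. The marker did not stay at 1 either, and its level per germ cell may differ between the libraries. It therefore cannot rule out a loss of germ cells. If Mir10b distorted the normalizing total, the L1 ratio would move toward 1 without it, and it was 0.3749. Mir10b itself had a ratio of 0.988, so this outcome follows from that value and is not a separate test. Variation between libraries cannot be tested, because there is 1 library per genotype, and the fall cannot be told apart from it.

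With the size-matched normalization, the KO/WT ratio of L1-derived RNAs was 0.423 at 24 to 27 nt and 0.449 at 28 to 32 nt. For repeat-derived RNAs the quotient of the longer to the shorter was 1.07 (1.04 to 1.11). RNAs of the 200 loci went the other way, with ratios of 0.525 at 24 to 27 nt and 0.503 at 28 to 32 nt and a quotient of 0.958 (0.918 to 0.999). Whether the reduction differs between the size ranges of MILI-bound and MIWI2-bound piRNAs thus depends on the set of RNAs once the loss of longer RNAs in the KO library is taken into account.

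RNAs that match more genes fell further. The KO/WT ratio was 0.561 for 24–33-nt RNAs matching 1 gene, 0.429 for those matching 5 to 9 genes and 0.325 for those matching at least 50. Degradation fragments among RNAs matching 1 gene could produce this. Restricted to RNAs starting with uracil, the ratio was 0.5168 (0.510 to 0.523) for 1 gene, above the 0.393 (0.387 to 0.399) for 10 or more. The difference remained but was smaller than without the restriction, where the ratios were 0.561 and 0.390. Of structural RNA fragments in WT, 26.0% also start with uracil, so the restriction need not remove degradation fragments and cannot rule them out. Variation between libraries is untested here too.

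A smaller peak of sense-antisense overlap lay at 5 nt, with 6.11% of pairs in WT and 9.04% in KO. Sense reads of at least 20 nt specific to Hsp90aa1 (chromosome 12 of GRCm38, 110690605 to 110702728) numbered 2 in WT and 10 in KO, and those specific to Hsp90ab1 (chromosome 17, 45567775 to 45573271) 28 and 26. The KO/WT ratio for Hsp90aa1, the mutated gene, was 4.93 (1.05 to 46.2), so its reads were not lower in KO. These are few RNA fragments, and they cannot check the genotype of the libraries. RNAs of 24 to 33 nt sharing at least 20 nt with the complement of the IAP piR-4868 probe, which the paper used on postnatal testes, numbered 1125 in WT and 493 in KO, a ratio of 0.432 (0.388 to 0.480). For the L1 piR-1831 probe there were 5 and 5 reads, too few to compare.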
